A study of Mus musculus with 25 samples.

How the data were processed

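The data came from 25 mouse libraries in 9 groups: 21 HiChIP and 4 Hi-C libraries. HiChIP ligates DNA ends that lie close together in the nucleus and then precipitates the fragments with an antibody, here against the transcription factor KLF4 or against H3K27ac, a histone mark of active promoters and enhancers. Hi-C uses the same ligation without an antibody. Per the labels' protocols, cells were fixed with 1% formaldehyde, HiChIP libraries were sequenced on a HiSeq instrument, and Hi-C libraries followed the Arima instructions. The aligner, the contact caller, their versions and the genome build are not stated in the labels or the file headers, so coordinates are given as in the files, 1-based, without a build.

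Each of the 9 interaction lists pairs 10 kb bins of the same chromosome and holds values for every replicate library. Per the file headers, these are the raw count of contacts, a CPM value, and a distance-normalized ratio per replicate, with 1 p-value and 1 FDR per interaction. The test behind the deposited p-value is not stated. In the 7 HiChIP lists the deposited CPM is the count divided by the contacts of the same chromosome, since count over CPM gave the same whole number for all interactions of a chromosome in each of the 21 libraries. That quotient was taken as the contact total of the chromosome. In the 2 Hi-C lists the quotient was a whole number for 0 of 20 chromosomes in each library, and on chromosome X of ES the listed counts came to 101% and 102% of it. The deposited Hi-C signal, named CPM in the header, is therefore scaled by chromosome constants of unstated origin that are not contact totals, and the depth of the Hi-C libraries is known only through the counts in the lists. The deposited ratio equals the count over an expected count per chromosome and distance, except in replicate 4 of the KLF4 lists of day 6 and ES, and no result uses it as a strength.

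The lists were filtered by the authors before they were deposited, as the values show. Every listed p-value was under 0.1 in HiChIP and under 0.01 in Hi-C. Every library of the H3K27ac lists, and replicates 1 and 2 of the KLF4 lists, had a CPM above 3 at every listed interaction, while replicates 3 and 4 of the KLF4 lists went below it. In Hi-C no value was under 15. Both TKO lists also carry the authors' gene names per bin and, per the file headers, H3K27ac ChIP peaks at 0 h and 24 h per bin. The 2 TAD lists give 1 set of domains per cell type in steps of 40 kb, with no replicate values. An interaction that a list lacks failed at least 1 filter, and its value is unknown. In both TKO lists every listed interaction had a peak of its own time point at an anchor. A strong contact without such a peak may therefore be absent too. Presence in a list was compared apart from strength.

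Lists were compared by the percent of the shorter list found in the other with both anchors in the same bins, with a 95% Wilson interval. The background was the mean of 100 circular shifts of 1 list along each chromosome. Intervals cover counting error over listed interactions only, and treat these as independent. Interactions that share an anchor are not independent, and each group has 1 list. Ligation products were also amplified by PCR and are not independent molecules. Strength was the mean of the authors' CPM over replicates. Interactions in both lists were tested on their raw counts with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with filterByExpr, TMM factors on the contact totals (on count sums in Hi-C), only the groups compared in the fit, and Benjamini-Hochberg adjustment. An interaction was called at an adjusted p-value under 0.05. The test is conditional on being in both lists and says nothing about list-only interactions. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

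Replicates were first compared by a chi-square test of their counts over interactions at 2 or more times the CPM cutoff. A pair with a p-value of 0.05 or more, in a group where another pair differed, was summed and counted as 1 replicate. This left 2 replicates from the 4 libraries of ES KLF4, 2 from the 3 of TKO at 0 h and 2 from the 3 of TKO at 24 h. The rule was applied after a first fit with all libraries separate had been seen, and that fit is kept among the alternatives. In the day 6 KLF4 group none of the pairs differed, so its 4 libraries stayed separate and their spread is counting noise alone. Calls that involve day 6 rest on this spread, and no fit with its libraries joined was made. The edgeR step was tested on simulated data in which 200 interactions changed 2-fold, whatever the number tested. It recovered 69.5% of them among the 17901 H3K27ac interactions of MEF and ES, 82.5% among 7387 for KLF4 day 3 and ES, 86.5% among 2076 for day 6 and ES, 88.5% among 2571 for day 3 and day 6, 73.5% among 67728 for TKO, and 33.5% among 124204 for Hi-C. Simulated data with no change but with the lists' cutoff gave 1 call in the H3K27ac comparison of MEF and ES and 0 in the other 5, with 4.40% to 4.74% of unadjusted p-values under 0.05.

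The depth of the HiChIP libraries ran from 48.7 to 181 M contacts. Listed interactions held small numbers of them, with medians of 11 to 47 counts per interaction and library, so single interactions carry wide counting errors. TAD boundaries were matched within 1 step of 40 kb. Gene names were taken from the bins of the TKO lists, which pair 12682 genes with 1 bin each; 13 genes with several bins were left out. Genes without an interaction in the TKO lists therefore have no bin here, and an assigned bin was not checked against an annotation. The reference table of RefSeq genes was not used. A list of 24 pluripotency genes and another of 24 fibroblast genes were fixed in advance. The named items followed a fixed rule: of each gene list the 4 genes with the largest difference in H3K27ac interaction number between MEF and ES; in each pair of lists the 2 strongest interactions per list that the other lacks and the 2 bins per direction with the largest difference in interaction number; and the longest TAD of each cell type. These rules, the tests and most other settings were set before the data were examined.

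The other settings set then were lists of equal size, anchors up to 1 bin away, anchors at least 50 kb apart, autosomes alone, DESeq2 size factors, no low-count filter, the replicate number as a block, each replicate left out, centred strength, other boundary tolerances, larger TADs, and other settings of the gene list comparison. The DESeq2 test (DESeq2 1.42.0) and other scalings were added later. The labels do not say which genes TKO stands for, so no targeted gene was checked.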

Results

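Chromatin contacts were profiled along the path from fibroblasts to pluripotent cells. Mouse embryonic fibroblasts (MEFs) from E13.5 embryos carried a doxycycline-inducible reprogramming cassette and were collected at passage 3, or after 3 or 6 days of doxycycline and ascorbic acid. Day 3 cells were collected in bulk, whereas day 6 cells had been sorted for the surface marker SSEA1. Embryonic stem (ES) cells served as the pluripotent reference. Cells labelled TKO, for which the labels name the same ES line and medium, were compared without doxycycline and after 24 h of it. H3K27ac HiChIP covered MEF (2 libraries), ES (2), TKO at 0 h (3) and TKO at 24 h (3). KLF4 HiChIP covered day 3 (3), day 6 (4) and ES (4), and Hi-C covered MEF (2) and ES (2).

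Contact totals, in M contacts as the lists imply them, averaged 90.1 ± 21.3 M (SD, n = 2) in MEF H3K27ac and 167 ± 1.39 M (SD, n = 2) in ES H3K27ac. They averaged 124 ± 64.0 M (SD, n = 3) at day 3, 89.0 ± 34.0 M (SD, n = 4) at day 6 and 79.3 ± 21.2 M (SD over 4 libraries) in ES KLF4. TKO libraries averaged 92.1 ± 15.7 M at 0 h and 83.7 ± 16.8 M at 24 h (SD over 3 libraries each). In Hi-C the listed interactions held 5576165 and 5635999 counts in the MEF libraries and 8525641 and 10015967 in the ES libraries, and the total depth is unknown. Several libraries agreed within sampling noise in groups where others did not, and were counted as 1 sample each. In ES KLF4, replicates 1 and 2 (chi-square per degree of freedom 1.00) and replicates 3 and 4 (0.975) formed such pairs, against 1.25 to 1.49 across the pairs. At 0 h TKO replicates 2 and 3 (1.01), and at 24 h replicates 1 and 3 (1.01), were also joined. In TKO the gap to the pairs not joined was small. These gave 1.03 at 0 h, and 1.03 and 1.02 at 24 h. The joined 0 h pair had a p-value of 0.0558 in the chi-square test, close to the threshold for joining. The TKO grouping therefore rests on that threshold and does not show that the joined libraries are 1 sample.

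The lists differed in length. H3K27ac HiChIP gave 60870 interactions in MEF, 75466 in ES, 93248 in TKO at 0 h and 84256 in TKO at 24 h. KLF4 HiChIP gave 23720 at day 3, 4047 at day 6 and 24589 in ES. Hi-C gave 228083 in MEF and 318622 in ES. Median anchor distances were 20 or 30 kb in the HiChIP lists, 30 kb in MEF Hi-C and 40 kb in ES Hi-C. The share of interactions spanning 50 kb or more was lowest at day 6, at 9.44% (95% Wilson interval 8.58 to 10.4), and highest in ES Hi-C, at 48.0% (47.8 to 48.2). The authors' deposited FDR was under 0.1 for 0.173% of the day 6 list to 7.74% of the TKO 0 h list among HiChIP lists, and for 12.6% in MEF and 8.80% in ES Hi-C, so most listed interactions passed only the unadjusted p-value. The CPM cutoff was set within each chromosome, and listed interactions were 4.52 to 50.5 times denser per Mb on chromosome 19 than on chromosome 1 in the HiChIP lists. With 1 count cutoff for all chromosomes the ratio was 1.49 to 2.57.

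The first comparison asked how H3K27ac-centred contacts differ between the start and the end point of reprogramming. Of the 60870 MEF interactions, 17901 were also listed in ES, 29.4% (29.0 to 29.8), against 5.77% for shifted lists. Allowing each anchor to lie 1 bin away moved this most, to 42.9%. The lists shared more anchors than interactions, since 45.3% of MEF anchor bins and 49.5% of ES anchor bins were in both. The like-cell reference, ES against TKO at 0 h, shared 77.6% (77.3 to 77.9; 6.45% for shifted lists). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5721 of the 17901 common interactions were called, 3152 higher and 2569 lower in ES, with median log2 changes of 0.93 and -0.89. Scaling by contact totals without TMM gave 4831 higher and 1426 lower, and moved the median log2 change of all tested interactions from -0.04 to 0.21. Contact totals of each chromosome gave 4528 higher and 1457 lower. The setting that moved the count most was a minimum anchor distance of 50 kb, which left 2620 interactions to test and 627 calls.

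**Figure D1:**
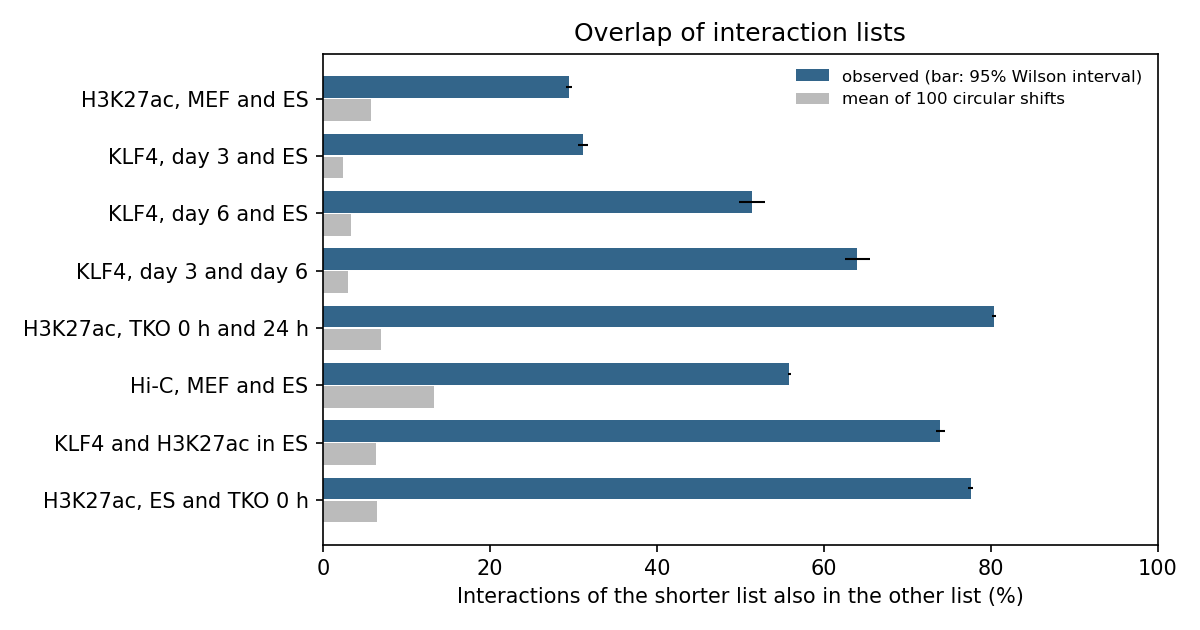
Percent of interactions of the shorter list that the other list also holds (horizontal axis), for the 8 pairs of lists; blue bars are observed values with 95% Wilson intervals, and grey bars are the mean of 100 circular shifts. Observed sharing ran from 29.4% for H3K27ac in MEF and ES to 80.4% for TKO at 0 h and 24 h, above the shifted lists in each pair.

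Among interactions listed in MEF and not in ES, the strongest by the authors' CPM joined adjacent bins on chromosome 19. The CPM is relative to the contacts of 1 chromosome. In MEF replicate 1 these were 1781306 on chromosome 19 and 6148172 on chromosome 1. The same count gives a higher CPM on a chromosome with fewer contacts, so this ranking favours small chromosomes. The same limit applies to the strongest interactions of the other HiChIP lists. The pair starting at 32290001 and 32300001 had 40.1 ± 3.55 CPM (SD, n = 2), and the pair starting at 34250001 and 34260001 had 36.9 ± 3.03 (SD, n = 2). In ES without a MEF counterpart, the pair at 36970001 and 36980001 on chromosome 17 had 124 ± 4.40 CPM (SD, n = 2); the authors assign 2410137M14Rik and H2-M5 to the second bin. The pair at 3200001 and 3210001 on chromosome 7 followed, with 109 ± 3.92 CPM (SD, n = 2). The bin with the largest gain in interaction number was 6670001 to 6680000 on chromosome 19, assigned to 2410152P15Rik, with 0 interactions in MEF and 45 in ES. The bin starting at 66480001 on chromosome 17 had 2 in MEF and 39 in ES. In the other direction, the bin at 28620001 on chromosome 19 had 38 in MEF and 4 in ES, and the bin at 62330001 on chromosome 15 had 31 and 0. Bin numbers come from 1 list per group and have no replicate check. Their ranking holds under the CPM cutoff set within each chromosome and was not repeated with 1 count cutoff. Of the 20 strongest interactions of ES alone, 80% touched a bin without any interaction in the MEF list, against 69.4% of all interactions of ES alone. For MEF the shares were 55% of the 20 strongest and 81.4% of all.

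For the fixed pluripotency genes the question was whether their promoter bins held more H3K27ac interactions in ES. Of the 24 genes, 22 had a bin in the authors' annotation; the other 2 were not analysed here. All 22 had more listed interactions in ES than in MEF. Their median log2 of ES over MEF interactions, with a pseudocount of 1 and relative to all 11011 genes, was 2.08. This lay at the 100th percentile of 10000 random gene lists matched on interaction number, whose central 95% ran from -0.42 to 0.60. The median fell to 0.92 with a pseudocount of 5, the alternative that lowered it most, at the same percentile. The annotated bins come from lists of ES-type cells, so genes without an interaction there could not enter. *Mycn* (chromosome 12, 12940001 to 12950000) had 0 interactions in MEF and 23 in ES. *Nanog* (chromosome 6, 122700001 to 122710000) had 1 and 23, *Sall4* (chromosome 2, 168760001 to 168770000) had 0 and 20, and *Dppa5a* (chromosome 9, 78360001 to 78370000) had 0 and 19. In KLF4 HiChIP of ES these genes had 5, 3, 3 and 3 interactions in the same order, against 1, 2, 0 and 0 at day 3 and 0 in each at day 6. In TKO the numbers were 16, 22, 15 and 16 at 0 h and 9, 18, 19 and 17 at 24 h. Hi-C listed 2, 1, 2 and 0 in MEF and 7, 3, 5 and 0 in ES.

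**Figure D2:**
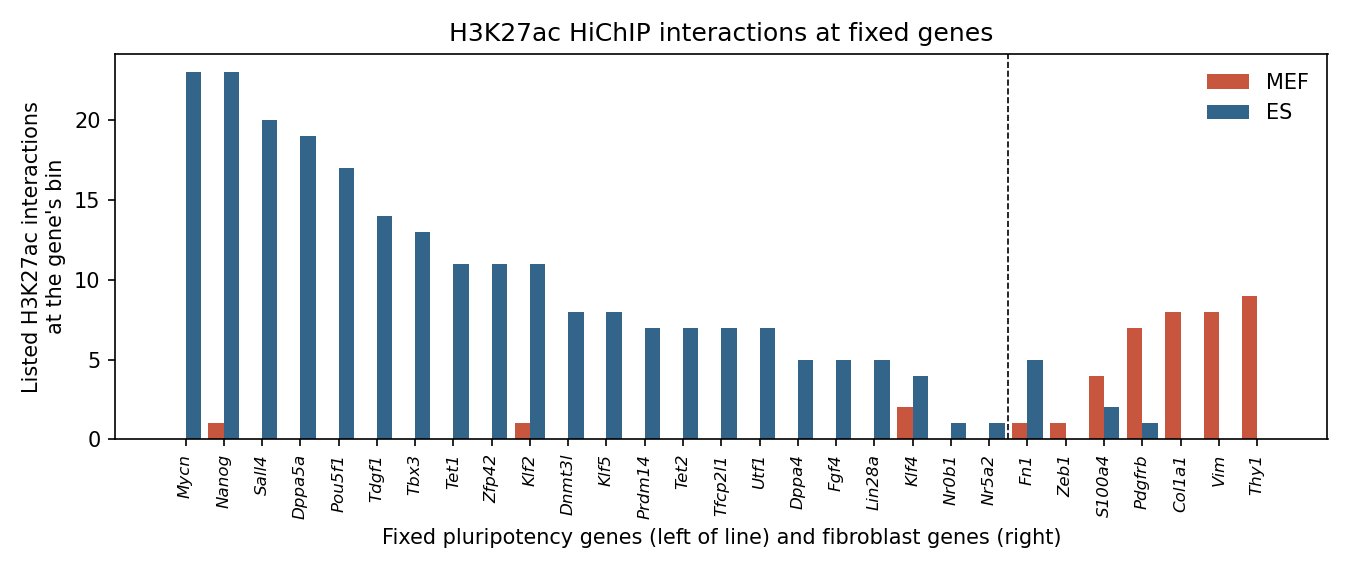
Number of listed H3K27ac HiChIP interactions (vertical axis) at the bin the authors assign to each gene, in MEF (red) and ES (blue), with pluripotency genes left of the dashed line and fibroblast genes right of it. Each bar is 1 list with no error bar; the 22 pluripotency genes all had more interactions in ES.

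The fibroblast list could not be tested, since 7 of its 24 genes had an annotated bin. Of these, *Thy1* (chromosome 9, 44040001 to 44050000) had 9 interactions in MEF and 0 in ES. *Col1a1* (chromosome 11, 94930001 to 94940000) and *Vim* (chromosome 2, 13570001 to 13580000) each had 8 and 0, and *Pdgfrb* (chromosome 18, 61040001 to 61050000) had 7 and 1. The remaining genes of the list, named after their values were seen, did not all go the same way. *Fn1* had more interactions in ES, with 1 in MEF and 5 in ES, while *S100a4* had 4 and 2 and *Zeb1* had 1 and 0. In Hi-C, of the first 4 genes *Pdgfrb* had 6 interactions in MEF and 13 in ES, *Thy1* 5 and 7, *Col1a1* 5 and 6, and *Vim* 4 and 0. KLF4 HiChIP listed 5 interactions for *Vim* at day 3, 1 for *Thy1* at day 3, and in ES 3 for *Col1a1* and 1 for *Thy1*; the remaining KLF4 entries of these 4 genes were 0. In TKO they had 0 to 3 interactions at either time.

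KLF4-centred contacts were compared between day 3, day 6 and ES. Of the 23720 day 3 interactions, 7387 were listed in ES, 31.1% (30.6 to 31.7), against 2.43% for shifted lists. Of the 4047 day 6 interactions, 2079 were listed in ES, 51.4% (49.8 to 52.9; shifted 3.31%), and 2591 were listed at day 3, 64.0% (62.5 to 65.5; shifted 2.94%). The day 6 percentages changed with list length: with both lists reduced to equal length by strength, day 6 shared 21.1% with ES and 30.1% with day 3. Interactions in both the day 3 and day 6 lists had lower CPM at day 6, with a median log2 ratio of -0.56 and a range of -0.79 to -0.37 over the 12 pairs of replicates. Between day 6 and ES the median was 0.52, with a range of 0.36 to 0.76 over 8 pairs. Between day 3 and ES it was 0.00, with a range of -0.15 to 0.22 over 6 pairs, so no shift was detectable there. Day 3 cells were unsorted and day 6 cells sorted, so day and sorting cannot be separated in this comparison.

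In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 532 of 7387 interactions were called between day 3 and ES, 223 higher and 309 lower in ES. Leaving out day 3 replicate 1, 2 or 3 lowered this to 254, 256 or 135 calls. In this next comparison and the one after it, the 4 day 6 libraries entered as separate replicates whose spread is counting noise alone. Between day 6 and ES, 70 of 2076 were called, 54 higher and 16 lower in ES. Without day 6 replicate 1, 2, 3 or 4 there were 35, 11, 33 or 18. Between day 3 and day 6, 137 of 2571 were called, 34 higher and 103 lower at day 6. Without day 3 replicate 2 there were 81, and without day 6 replicate 3 or 4 there were 88 or 69. These counts are relative to TMM, which sets the median change near 0. By contact totals alone the median log2 change was 0.58 from day 6 to ES, and 1159 interactions were called, 1158 of them higher in ES. From day 3 to day 6 it was -0.58, and 1590 were called, 1584 of them lower at day 6. From day 3 to ES, contact totals gave 284 calls, 128 higher and 156 lower.

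The strongest KLF4 interactions of 1 list alone lay close to the start of chromosome 11. At day 3 the pair at 3170001 and 3180001 had 121 ± 5.54 CPM (SD, n = 3), and the pair at 3170001 and 3190001 had 92.4 ± 10.1 (SD, n = 3). The same pairs had 132 ± 9.75 and 109 ± 3.67 CPM at day 6 (SD, n = 4) and were not listed in ES; the bin at 3190001 is assigned to Gm12735 and Sfi1. In ES, the pairs at 3140001 and 3150001, with 116 ± 7.92 CPM, and at 3150001 and 3160001, with 103 ± 12.6 (SD, n = 2), were absent at both days. The lists there differed in which bin was the shared anchor: bin 3150001 had 7 interactions in ES, and bin 3170001 had 7 at day 3 and 6 at day 6. Hi-C listed 7 interactions at each of these 2 bins in MEF and in ES. Absence from a KLF4 list was therefore not shown to be a weak contact. Against day 6, the strongest of day 3 alone were on chromosome 19 at 8980001 and 8990001, the first bin assigned to Ahnak, with 39.0 ± 10.9 CPM, and at 42120001 and 42130001, the first bin assigned to Avpi1, with 33.3 ± 6.76 (SD, n = 3). The strongest of day 6 alone were on the same chromosome. They were at 3470001 and 3480001, with 14.5 ± 0.723, and at 44520001 and 44530001, with 13.7 ± 4.24 (SD, n = 4). The day 6 list held interactions within 1 bin of the Ahnak and Avpi1 pairs. The day 3 and day 6 lists each held one within 1 bin of the ES pair at 3150001 and 3160001.

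Under the CPM cutoff set within each chromosome, bins with the largest KLF4 differences were on chromosomes 15, 17 and 19. The KLF4 lists were 9.85 to 50.5 times denser on chromosome 19 than on chromosome 1. With 1 count cutoff this was 1.91 to 2.57 times, and the bins were not ranked again under it. Between day 3 and ES, the bin at 4050001 on chromosome 19, assigned to Gstp3, rose from 0 to 17 interactions and the bin at 6120001, assigned to Snx15, from 6 to 21. The bin at 32880001 on chromosome 19 went from 26 to 1 and the bin at 36400001 on chromosome 15 from 22 to 1. Between day 6 and ES, the Snx15 bin went from 2 to 21 and the bin at 7260001, assigned to Rcor2, from 0 to 18, but with lists of equal length these differences were 1 and 2. The bins at 16120001 on chromosome 19 and 27400001 on chromosome 17 went from 9 to 1 and from 8 to 1. From day 3 to day 6, the bin at 27400001 rose from 1 to 8 and the bin at 4570001 on chromosome 19 from 0 to 6. The bins at 37880001 and 16250001 on chromosome 19 went from 23 to 2 and from 21 to 1, and with equal lengths the differences were -5 and -8.

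In the TKO line, H3K27ac contacts were compared between 0 h and 24 h of doxycycline. Of the 84256 interactions at 24 h, 67728 were also listed at 0 h, 80.4% (80.1 to 80.7), against 6.90% for shifted lists. Common interactions had a median log2 CPM ratio of -0.11 at 24 h over 0 h, with a range of -0.14 to -0.05 over 4 pairs of replicates. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1774 of 67728 (2.62%) were called, 390 higher and 1384 lower at 24 h, with median log2 changes of 0.71 and -0.65. Contact totals without TMM gave 155 higher and 2670 lower. The DESeq2 test called 121, 120 of them lower, among the 3387 interactions to which it gave an adjusted p-value. In edgeR, anchors at least 50 kb apart gave 112 calls among 13186 tested.

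At 0 h alone, the strongest TKO interactions were on chromosome 19 at 7320001 and 7330001, with 26.8 ± 1.63 CPM, and at 38290001 and 38300001, with 26.1 ± 4.54 (SD, n = 2). At 24 h alone they were on chromosome 11 at 3140001 and 3150001, with 138 ± 3.85, and at 3160001 and 3170001, with 122 ± 5.11 (SD, n = 2). In that stretch the bins at 3140001 and 3160001 had 1 and 0 interactions at 0 h, and 7 and 6 at 24 h. The 24 h list held interactions within 1 bin of both pairs named at 0 h alone. The bins at 99200001 on chromosome 14 and 4540001 on chromosome 19 rose from 3 to 16 and from 1 to 13 interactions. The 2410152P15Rik bin on chromosome 19 went from 33 to 14 and the bin at 9350001 on chromosome 16 from 16 to 1. Every interaction of either TKO list had an H3K27ac peak of its own time point at 1 anchor or both, by the authors' annotation. An interaction absent from a list may lack such a peak and need not be weak. Among interactions of the 0 h list alone, 20.1% (19.6 to 20.6) had an anchor with a peak at 0 h only, against 5.71% (5.54 to 5.89) of common interactions. Among those of the 24 h list alone, 22.4% (21.8 to 23.1) had an anchor with a peak at 24 h only, against 4.55% (4.39 to 4.71) of common ones.

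Hi-C compared MEF and ES without an antibody. Of the 228083 MEF interactions, 127440 were listed in ES, 55.9% (55.7 to 56.1), against 13.3% for shifted lists. With lists of equal length the share was 49.4%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 40 of 124204 common interactions were called, 26 higher and 14 lower in ES, and 7544 had an unadjusted p-value under 0.05. With the authors' chromosome scaling as offsets, 49 were higher and 12 lower. The DESeq2 test called 0, with 669 at an unadjusted p-value under 0.05. The test recovered 33.5% of 200 simulated 2-fold changes among the 124204 interactions. With so small a share changed, changes of that size could mostly not be detected. Recovery with a larger share changed was not simulated. The strongest interactions of MEF alone were on chromosome X at 141170001 and 141180001, with an authors' signal of 87.3 ± 15.6, and at 56620001 and 56630001, with 85.6 ± 8.06 (SD, n = 2). Those of ES alone were on chromosome 2 at 77920001 and 77930001, with 326 ± 121, and at 77930001 and 77940001, with 243 ± 119 (SD, n = 2). This signal is scaled by chromosome constants of unstated origin, so its ranking across chromosomes is not a ranking of counts. Of the 20 strongest of ES alone, 95% touched a bin without any interaction in the MEF list, against 19.4% of all interactions of ES alone. For MEF the shares were 5% of the 20 strongest and 29.8% of all. The ES list held interactions within 1 bin of both named MEF pairs. The bins at 35510001 and 35500001 on chromosome 16, the latter assigned to 1600019K03Rik, rose from 5 to 32 and from 1 to 27 interactions, and with lists of equal length by 15 and 14. The bins at 83970001 on chromosome 17 and 122130001 on chromosome 8 went from 27 to 10 and from 16 to 0.

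Topologically associating domains (TADs), called by the authors from Hi-C, numbered 2713 in MEF and 2880 in ES. The MEF list had 0 TADs on chromosome X and the ES list 121, so the percent of MEF boundaries shared rests on autosomes. Median sizes were 560 kb (quartiles 360 and 1000) in MEF and 600 kb (360 and 1040) in ES. Of 2732 MEF boundaries, 1742 had an ES boundary within 1 step, 63.8% (61.9 to 65.5), against 14.2% for shifted boundaries. Requiring the same position gave 51.2%, the largest change among the alternatives. The longest MEF TAD spanned 12.4 Mb on chromosome 7 (6960001 to 19360000) and the longest ES TAD 14.72 Mb on chromosome X (114560001 to 129280000). There is 1 list per cell type, so boundary differences have no replicate check.

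KLF4 and H3K27ac HiChIP were compared within ES. Of the 24589 KLF4 interactions, 18188 were in the H3K27ac list, 74.0% (73.4 to 74.5), against 6.29% for shifted lists, and 43.4% with lists of equal length. The 4 pairs named here, near the start of chromosome 11 were the strongest of either list alone. In KLF4 they began at 3150001 and 3170001, with 111 ± 10.9 CPM, and at 3150001 and 3160001, with 103 ± 12.6. In H3K27ac they began at 3180001 and 3190001, with 140 ± 1.76, and at 3170001 and 3190001, with 111 ± 0.934 (SD, n = 2). The H3K27ac list held interactions within 1 bin of both KLF4 pairs. The 2410152P15Rik bin and the bin at 66480001 on chromosome 17 each had 7 interactions in KLF4, against 45 and 39 in H3K27ac. With equal lengths these differences were 5 and 19. On chromosome 19 the bins at 46150001, assigned to Gbf1, and 43800001 had 17 and 13 in KLF4, against 2 and 3 in H3K27ac.

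ES and TKO at 0 h, which the labels give as the same line and medium with separate protocols, served as the reference for lists of like cells. The 2 strongest interactions of ES alone were the chromosome 11 pairs just given for H3K27ac. Those of TKO alone were on chromosome 19 at 4770001 and 4780001, with 47.0 ± 0.197 CPM, and at 38940001 and 38960001, with 41.5 ± 4.61 (SD, n = 2). The bins at 20490001 on chromosome 16, assigned to Eif2b5, and 20600001 on chromosome 18 had 10 and 13 interactions in ES and 31 and 32 in TKO. The bins at 5840001, assigned to Neat1 and Frmd8os, and 5640001 on chromosome 19 had 37 and 23 in ES and 18 and 7 in TKO. With lists of equal length the differences, TKO minus ES, were 12 and 11 for the first bins and -25 and -18 for the second. For each named pair of ES alone or TKO alone, the other list held an interaction within 1 bin.

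HiChIP interactions were then looked up in Hi-C of the same cells. Hi-C listed 62.8% (62.2 to 63.4) of ES KLF4 interactions, 51.2% (50.8 to 51.5) of ES H3K27ac interactions and 47.1% (46.7 to 47.5) of MEF H3K27ac interactions, against 15.6%, 14.1% and 12.9% for shifted lists. Allowing 1 bin at each anchor moved these most, to 89.7%, 84.8% and 81.1%. Both anchors lay in 1 TAD for 96.1% of ES KLF4 and 95.5% of ES H3K27ac interactions, X included, against 94.3% and 93.3% for shifted lists. In MEF, whose list has no TAD on X, this held for 96.1% of the 59270 autosomal H3K27ac interactions, against 93.2% for shifted lists. On autosomes the ES values were 96.0% and 95.4%.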

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

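The DESeq2 test, the scalings other than TMM and DESeq2 size factors, the fits with all libraries separate, the limit to interactions at 2 or more times the cutoff and the single count cutoff for all chromosomes were chosen after the data had been seen. The cause of the changes given here was not tested, except where fewer interactions or samples entered a fit.

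In the order H3K27ac in MEF and ES, KLF4 at day 3 and ES, day 6 and ES, day 3 and day 6, TKO at 0 h and 24 h, Hi-C, KLF4 and H3K27ac in ES, and ES and TKO at 0 h, the percent of the shorter list that was shared moved as follows. With anchors allowed 1 bin away it was 42.9, 49.9, 67.4, 77.3, 94.3, 84.0, 84.7 and 93.2. With anchors at least 50 kb apart it was 19.2, 20.9, 41.4, 59.4, 72.7, 47.4, 62.0 and 65.5. With 1 count cutoff for all chromosomes it was 30.2, 34.5, 57.5, 69.7, 82.0, 50.9, 74.8 and 81.7. With lists of equal size it was 27.02 for H3K27ac in MEF and ES, 21.1 for day 6 and ES, 30.1 for day 3 and day 6, 77.5 for TKO, 49.4 for Hi-C, 43.4 for KLF4 and H3K27ac, and 70.3 for ES and TKO at 0 h. On autosomes Hi-C gave 55.7%.

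The percent of HiChIP interactions listed in Hi-C, for ES KLF4, ES H3K27ac and MEF H3K27ac, was 89.7, 84.8 and 81.1 with anchors allowed 1 bin away, 62.2, 54.5 and 50.7 in the stronger 50% of each list, and 65.2, 42.7 and 43.4 with anchors at least 50 kb apart. On autosomes it was 50.3 for ES H3K27ac and 46.4 for MEF H3K27ac. The percent within 1 TAD was 93.9, 93.8 and, on autosomes in MEF, 95.1 with anchors at least 50 kb apart, and 95.9 in the stronger 50% of ES H3K27ac. Matching TAD boundaries in the same bin gave 51.2% of MEF boundaries and 48.2% of the 2900 ES boundaries, which include X, where the MEF list has none. Matching within 2 bins gave 65.6% of MEF boundaries, and on autosomes, within 1 bin, 62.7% of the 2778 ES boundaries were shared. Leaving out TADs under 200 kb removed no boundary, so that setting tested nothing.

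The number of interactions called by edgeR changed with the scaling. Contact totals without TMM gave 284 calls for day 3 and ES, 1159 for day 6 and ES, 1590 for day 3 and day 6, and 2825 for TKO. Contact totals of each chromosome as offsets gave 267, 1044, 1557 and 2771 in the same order. The authors' chromosome scaling as offsets gave 61 in Hi-C.

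The DESeq2 test gave 2458 calls for H3K27ac in MEF and ES, 72 for day 3 and ES, 15 for day 6 and ES, 42 for day 3 and day 6, 121 for TKO and 0 for Hi-C, where 669 interactions had an unadjusted p-value under 0.05. It gave an adjusted p-value to fewer interactions than edgeR in each HiChIP comparison. For day 6 and ES these were 145 of 2079, and for TKO 3387 of 67728. At 2 or more times the cutoff in both lists, 2398, 137, 15 and 38 were called in the same first 4 comparisons and 18 in Hi-C. With anchors at least 50 kb apart there were 627, 56, 10 and 8, then 112 for TKO and 16 for Hi-C. Fewer interactions entered both of these fits. Lists of equal size gave 38 calls for day 6 and ES.

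Leaving out 1 replicate gave 135 to 256 calls for day 3 and ES across 3 fits, 11 to 35 for day 6 and ES across 4 fits, and 69 to 129 for day 3 and day 6 across 7 fits. Fewer samples entered these fits. The lowest values were those without day 3 replicate 3 (135), without day 6 replicate 2 (11) and without day 6 replicate 4 (69). Where an arm has 2 replicates, leaving one out would leave 1, so no calls were made and only strengths were recomputed. Call counts for H3K27ac in MEF and ES, TKO and Hi-C therefore have no such check. The same holds for the ES arm of the KLF4 comparisons.

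Same-numbered replicates did not deviate together, with correlations from -0.06 to 0.04, so the numbers were not taken to pair the samples. With the replicate block there were 89 calls for day 3 and day 6, against 137 without it, and 74 in Hi-C, against 40. The other KLF4 and TKO comparisons were blocked with all libraries separate. For day 3 and ES that fit gave 710 calls without the block and 298 with it. For day 6 and ES it gave 101 and 127, and for TKO 1947 and 2024. For H3K27ac in MEF and ES the block gave 5879 calls, against 5721.

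Of the remaining results, 40 changed by more than their spread under a setting fixed in advance and 111 did not. Those that changed were strengths of common interactions, the interaction numbers of 5 named genes with neighbouring bins included, and those of 7 named bins in lists of equal size. None of the 40 changed direction. For the main comparisons, 64 values moved and 51 were counted as unchanged under settings fixed in advance. Under later settings, 28 moved and 7 were counted as unchanged. The 51 include settings that could not move a value. Among these were the TAD size minimum, no low-count filter where the filter had removed 0 interactions, and autosomes alone for MEF TADs. Percentages were judged by their interval and call counts by a factor of 1.5. The pluripotency list was judged by its percentile alone, which stayed at 100, while its median ranged from 0.92 with a pseudocount of 5 to 2.73 with the bins on either side. The 1-bin allowance and the centring of strength do not apply to the edgeR counts. Recovery of simulated 2-fold changes was lowest in Hi-C, at 33.5%. Each comparison had 200 changed interactions whatever its length, so the share changed was smallest in Hi-C and the recovery rates are not directly comparable. Other causes were not tested.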

Other observations

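Chosen only after the result was seen were the tests of other splits, the antibody, the depth and the contact share of day 6, replicate 4, the ES KLF4 pairs, the loss of peaks as the cause of list-only interactions, the strongest ES Hi-C interactions, and the KLF4 cutoff in the day 6 and ES lists.

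Among the 35 splits of the 7 KLF4 libraries of day 3 and day 6, 1 gave as many calls as the real one. This was the real split itself with 137, and the largest other gave 80. The day 6 libraries entered this test as separate replicates, with a spread of counting noise alone. For TKO with all libraries separate, 1 of 10 splits gave as many, the real one with 1947 against 0 in the others. With 3 libraries against 3 the share cannot be under 0.1, so this test leaves the TKO result open.

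Chromosome 8 held a larger share of contacts in ES than in the other groups: 6.23% ± 0.130 (SD over 4 libraries) in ES KLF4 and 6.03% ± 0.0259 (SD, n = 2) in ES H3K27ac, against 4.91% at day 3, 4.997% at day 6, 4.99% in MEF and 4.91% and 4.95% in TKO. An antibody effect is argued against by Hi-C, made without antibody, where the log2 excess of chromosome 8 over the median of the other chromosomes was 0.28 in ES over MEF. TKO, with the same antibody as ES H3K27ac, had no such share. A local region is argued against as well, since 13 of 13 windows of 10 Mb lay above the other chromosomes in ES over day 3. In ES over day 6, 7 of 8 windows did, and the lowest had a log2 ratio of 0.51, against 0.57 on the other chromosomes. A gain of the whole chromosome in part of the ES cells is consistent with 13 of 13 windows above them in Hi-C. The Hi-C excess was uneven between replicates: median counts of adjacent bins on chromosome 8 were 63 and 61 in ES, against 43 and 55 on the other autosomes, while MEF had 43 against 41 in both. Chromosome 11 had a Hi-C excess of 0.30 and passed the same window test, with 13 of 13 in Hi-C and 13 of 13 in H3K27ac of ES over MEF, so the window test in Hi-C does not single out chromosome 8. In KLF4 of ES over day 3, 8 of 13 windows of chromosome 11 lay above the others. The chromosome number was not measured here, so the gain remains a hypothesis. A difference in the ES cells between rounds of preparation was not tested.

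Listed interactions were denser on chromosome 19 than on chromosome 1 in HiChIP, and other small chromosomes were not compared. The CPM cutoff set within each chromosome may account for this: with 1 count cutoff, the ratio of chromosome 19 to chromosome 1 fell to under 50% of its value in 7 of 7 HiChIP lists. At day 6 it fell from 50.5 to 1.91. No biological explanation was tested.

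In the KLF4 lists, the later replicates were weaker than replicates 1 and 2, with ratios of 0.848 at day 3, 0.943 at day 6 and 0.884 in ES. A cutoff applied to replicates 1 and 2 alone would favour them. Selected on the later replicates instead, the ratio was still 0.886 at day 3, which argues against the cutoff as the whole cause there. In the day 6 and ES lists it was 1.02 and 0.973. This selection by itself raises the ratio, so for those lists the cutoff cannot be told apart from weaker libraries.

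The day 6 KLF4 list was short, with 4047 interactions. Lower sequencing depth is argued against, since the day 6 libraries averaged 89.0 M contacts and the ES KLF4 libraries 79.3 M. A lower share of contacts at KLF4 interactions is consistent with the median log2 CPM ratio of -0.56 in day 6 over day 3. Whether the day, the sorting or the yield of the precipitation lowered this share was not tested, since day 6 cells were sorted and day 3 cells were not.

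The deposited distance-normalized ratio of replicate 4 in the day 6 and ES KLF4 lists was a fixed multiple of the replicate 3 count for 100% of interactions, and of the replicate 4 count for 0%. Interactions with equal counts in replicates 1, 2 and 3 had equal deposited p-values in 100% of cases, against 65.8% at day 6 and 60.8% in ES for equal counts in replicates 1, 2 and 4. A candidate source is replicate 3 counts used in place of replicate 4 counts. No result here uses these ratios, but every listed interaction has a deposited p-value under 0.1.

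The 4 ES KLF4 libraries fell into 2 pairs. Across the pairs the chi-square per degree of freedom was at least 1.25, and within them 1.00 and 0.975. A difference in preparation between the pairs is consistent with this; the labels name no batch, and one library sequenced in parts would look alike within a pair.

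The strongest interactions of 1 list alone were set against bins left out of the other list. In 2 of 16 lists at least 50% of the 20 strongest, and more than of all list-only interactions, touched a bin without interactions in the other list. The second condition is hard to meet where most list-only interactions touch such a bin, as 94.2% did for ES KLF4 against day 6. This count therefore does not exclude left-out bins. In ES H3K27ac against KLF4 and in TKO at 0 h against ES, 0 of the 20 strongest touched one. Left-out bins were not their source in those 2 lists. In ES Hi-C, 19 of the 20 strongest touched a bin without interactions in the MEF list, against 19.4% of all interactions in the ES list alone. For that list left-out bins may be the source, and the reason for their absence was not tested.

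TKO interactions in 1 list alone lay more often at peaks of that time point. A peak of the same time point required for listing is consistent with 0 interactions of either list lacking one. A change of contacts along with the peaks was tested among common interactions: 6.21% (5.06 to 7.61) of those called lower at 24 h had an anchor with a peak at 0 h only, against 5.72% of those not called. That test, set in advance, showed no difference beyond the intervals. Those called lower had a 24 h only peak in 0.217%, against 4.63% of those not called, and those called higher had a 0 h only peak in 1.79%, against 5.72%. Of those called higher, 5.38% (3.55 to 8.09) had a 24 h only peak, against 4.63%, which is no difference beyond the interval. Between the 2 directions of call both shares differed beyond the intervals, each in the direction of the peaks. A 0 h only peak was at 6.21% of those called lower and 1.79% (0.872 to 3.66) of those called higher. A 24 h only peak was at 0.217% (0.0737 to 0.635) and 5.38%. Only some of the shares differed from those of interactions not called. A change of contacts with the peaks as the source of the list-only interactions therefore stays open. Loss of the other time point's peaks as the cause of most list-only interactions is argued against: at most 17.3% of them lacked such a peak.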
